A study of Homo sapiens with 8 samples. Its data were reported in "A direct comparison between AML1-ETO and ETO2-GLIS2 leukemia fusion proteins reveals context-dependent binding and regulation of target genes and opposite functions in cell differentiation" (2022).

How the data were processed

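ChIP-seq measures where a protein sits on DNA by sequencing the fragments that an antibody precipitates. Here an anti-HA antibody precipitated the HA-tagged fusion proteins from stable U937 lines treated with doxycycline at 5 µg/ml for 12 or 48 h. The 8 libraries of the series are 4 ChIP libraries and 4 inputs, 1 of each for every fusion protein and time point. Groups were taken from the sample titles. For the samples at 12 h the treatment label names 48 h, and the time in the titles was used.

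Per the labels and the study's methods, the authors aligned the reads to hg19 with Bowtie2 and called peaks with MACS2, each ChIP library against an input library and without pooling. The settings of MACS2 and any removal of duplicate reads or artefact regions are not stated. The smallest −log10 q was close to 1.30 in each list, which is a q-value of 0.05. The deposited peak lists give the position of each peak, its summit and several values for each peak. The fold enrichment is a linear ratio of the ChIP signal at the summit over the local background, computed by the authors' peak caller. The −log10 of the p-value and of the q-value in the deposited lists come from the same program. The deposited score column is the whole part of 10 times the −log10 q, and the summit is given in another column of the deposited lists as a distance in bp from the start of the peak. Fold enrichment and −log10 q grow with sequencing depth and with the quality of the precipitation, so they were used only to describe, rank or filter peaks within a list. The lists hold no read numbers, and reads and the read numbers of the libraries were not analysed here. A longer list can therefore come from a deeper library as well as from wider binding.

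Peaks on chromosomes 1 to 22, X and Y were analysed. Lines with the same interval were to be counted once, and there were none. Peaks of different lists overlapped if they shared at least 1 bp. Expected overlap was the mean over 100 placements of the second list at random positions of the known sequence of the same chromosome (seed 1). Shares have exact 95% Clopper-Pearson intervals from scipy. Fragments, neighbouring peaks and lists from the same cells are not independent, so these intervals describe counting error and not the spread between experiments. Peaks are not replicates, and no p-value was computed. Medians of widths and distances have intervals from order statistics.

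Genes and start sites were those of GENCODE release 44 lifted to GRCh37, and sequences were taken from GRCh37, the assembly that hg19 is built on. The summit decided the location, in the order promoter (within 1 kb of a transcription start site of any annotated transcript), exon, intron and intergenic. Shared peaks were placed by the AML1-ETO summit. Motif matches on either strand were counted in 200 bp windows centred on the summit, with windows 1 kb to either side as background. There were 10 patterns: TGYGGT (Runt), STGGGGGGTM and TGGGGGG (GLIS), CCGGAAGT and GGAA (ETS), TGASTCA (AP-1), TTGCNNAA (C/EBP) and CANNTG, CAGCTG and CACCTG (E-box). HOMER and its motif library were not used here, so matches are to short consensus sequences and not to weight matrices. For GC-matched backgrounds, windows were drawn from 476946 random windows outside all peaks in GC bins of 2%.

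The named loci were fixed before the data were examined. They were the loci that the study shows (RHOU and the RNA5S genes, SPI1, CEBPB), the parts of the fusion genes (RUNX1, RUNX1T1, CBFA2T3, GLIS2) and, in each class at 48 h, the 3 peaks with the highest fold enrichment of their own list. Peaks of a named gene include those up to 20 kb upstream. Coding exons with a peak of the same outline were named after their values had been seen.

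The comparisons, consensus patterns and most alternatives were also set before the data were examined. These alternatives were a −log10 q of at least 5, joining peaks within 1 kb, overlap of at least 50% of the peak, summits within 200 bp, the same number of strongest peaks in all lists (28325), counting every line, keeping all sequences, promoters of 3 kb, start sites of protein-coding genes only, the AML1-ETO list in 4 equal parts by rank, 100 bp windows, GC-matched random windows, classes drawn to the same GC content, the ETO2-GLIS2 summit and the 12 h lists. The other alternatives were chosen after seeing the data. They were a −log10 q of at least 10, and the same number of peaks together with summits within 200 bp. The threshold of 10 was found by looking for a cutoff on q, p, fold or score, or a joining distance, that gives peak counts near those quoted from the study. Closeness to those counts is thus built in and is no independent evidence. The overlap share was not part of that search. Results are given for the lists as deposited.

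The overlap counts were tested against bedtools on the ETO2-GLIS2 48 h list and differed by 0 of 30096 peaks. Motif counting was tested on simulated data and called 100% of 5000 windows correctly for each of the 10 patterns. The promoter rule called 100% of 2000 positions placed near a start site. Analyses were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, with bedtools 2.31.1, samtools 1.23.1 and minimap2 2.31-r1302. Peaks outside the chromosomes were left out of the comparisons and are described apart, as their share was 0.239% or less. The input libraries, gene expression and signal tracks were not analysed here. An anti-HA precipitation from cells without a tagged protein was not analysed here either, so signal at open chromatin that does not depend on the tag cannot be separated from binding of the fusion proteins.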

Results

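To set the binding of AML1-ETO against that of ETO2-GLIS2 across the genome of one cell type, the study expressed each fusion protein in U937, a human monoblastic cell line derived from a histiocytic lymphoma. AML1-ETO joins the Runt DNA-binding domain of RUNX1 to RUNX1T1 (ETO), and ETO2-GLIS2 joins CBFA2T3 (ETO2) to the zinc fingers of GLIS2. Both carried an HA tag and were induced with doxycycline for 12 or 48 h, after which chromatin was precipitated with anti-HA beads and sequenced (ChIP-seq). The series holds 8 libraries, of which 4 are ChIP libraries with a peak list and 4 are the matching inputs. There was 1 ChIP library for each fusion protein and time point, so no difference between conditions has a replicate check and no test between conditions was made. Intervals are exact 95% binomial (Clopper-Pearson) intervals on shares of peaks and cover counting error only. The peak files hold no read numbers, and the read numbers of the libraries were not used here, so list lengths were not adjusted for depth.

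The first question was how many regions each fusion protein occupied. On chromosomes 1 to 22, X and Y, the AML1-ETO lists held 70833 peaks at 12 h and 105769 peaks at 48 h. The ETO2-GLIS2 lists held 28325 and 30096 peaks at the same time points. The AML1-ETO list was therefore 2.50 times as long as the ETO2-GLIS2 list at 12 h and 3.51 times as long at 48 h. Between 12 h and 48 h the number of peaks rose 1.49-fold for AML1-ETO and 1.06-fold for ETO2-GLIS2. Peaks covered 50.9 and 96.0 Mb of the genome for AML1-ETO at 12 h and 48 h, against 17.2 and 20.1 Mb for ETO2-GLIS2. The median peak width lay between 360 bp in the AML1-ETO 12 h list and 415 bp in the AML1-ETO 48 h list. Of the settings chosen in advance, a stricter threshold moved the counts most. With a −log10 q of at least 5, 44457 AML1-ETO and 17739 ETO2-GLIS2 peaks were left at 48 h, which is 42.0% (41.7 to 42.3) and 58.9% (58.4 to 59.5) of the lists. A −log10 q of at least 10, added after the data were seen, left 25266 and 11008.

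The overlap of the lists addressed whether the fusion proteins, which have different DNA-binding domains, occupy the same regions. At 48 h, 25087 of 30096 ETO2-GLIS2 peaks overlapped an AML1-ETO peak by at least 1 bp, a share of 83.4% (82.9 to 83.8). When the AML1-ETO peaks were placed at random within their chromosomes, the mean share over 100 placements was 7.15% and the highest was 7.49%. In the other direction, 17.8% (17.5 to 18.0) of AML1-ETO peaks overlapped an ETO2-GLIS2 peak, against a mean of 2.099% at random. At 12 h, 74.5% (74.02 to 75.04) of ETO2-GLIS2 peaks overlapped an AML1-ETO peak and 26.2% (25.9 to 26.5) of AML1-ETO peaks overlapped an ETO2-GLIS2 peak, with random means of 4.06% and 1.63%. The definition of overlap moved the ETO2-GLIS2 share at 48 h most. It was 39.0% when the summits had to lie within 200 bp of each other, and 33.6% when, in addition, all lists were limited to the same number of strongest peaks, a setting added after the data were seen.

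The same protein at the other time point gave a scale for these shares, although it mixes the effect of time with differences between libraries. Of the AML1-ETO peaks at 12 h, 73.9% (73.6 to 74.3) overlapped a peak at 48 h, and 36.8% (36.6 to 37.1) of those at 48 h overlapped a peak at 12 h. The ETO2-GLIS2 shares were 60.6% (60.0 to 61.2) and 54.6% (54.0 to 55.1). ETO2-GLIS2 peaks at 48 h thus overlapped the AML1-ETO list of the same time point more often than the 12 h list of their own protein, and the intervals did not meet. The lists differ in length and width, however, and random placement gave 7.15% for the first and 1.63% for the second. As a ratio to random placement the order was the opposite, and as a difference from it the order was kept. A share has a ceiling, which is a lower multiple of the higher random mean, so the ratio cannot decide the order. The order of the shares was kept when at least 50% of a peak had to be covered, at 78.8% and 42.7%, and turned with the summit rule. With summits within 200 bp, the share was 44.01% with ETO2-GLIS2 at 12 h and 39.0% with AML1-ETO at 48 h. Among overlapping peaks, the median distance between summits was 234 bp for ETO2-GLIS2 against AML1-ETO at 48 h and 161 bp at 12 h. It was 39 bp for ETO2-GLIS2 at 12 h against 48 h, and 172 bp (168 to 176) for AML1-ETO at 12 h against 48 h.

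Peaks were next ranked by −log10 q within their own list to see whether the unshared peaks were the weak ones. The score and fold enrichment of each peak are the authors' values and served only to rank or describe peaks within a list. Of the strongest 10% of ETO2-GLIS2 peaks at 48 h, 99.8% (99.6 to 99.9) overlapped an AML1-ETO peak, and of the weakest 10%, 52.9% (51.1 to 54.7) did. For AML1-ETO the share fell from 84.1% (83.4 to 84.8) in the strongest 10% to 19.3% (18.6 to 20.1) in the third and 1.86% (1.61 to 2.14) in the weakest.

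**Figure D1:**
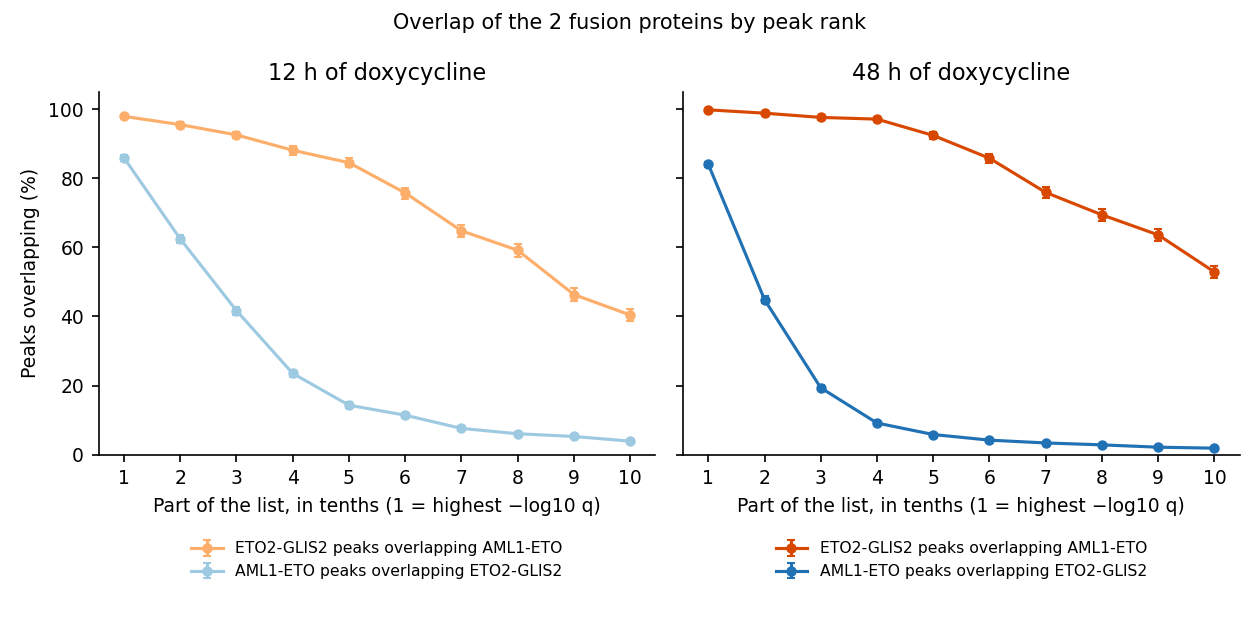
Share of peaks (%, vertical axis) that overlap a peak of the other fusion protein at the same time point, in 10 equal parts of the list ranked on −log10 q (horizontal axis, part 1 the strongest), at 12 h (left) and 48 h (right), with lines joining the shares and bars for the exact 95% binomial interval. At 48 h the ETO2-GLIS2 line runs from 99.8% to 52.9% and the AML1-ETO line from 84.1% to 1.86%.

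Peaks at 48 h were then divided into 3 classes. There were 18789 AML1-ETO peaks that overlapped an ETO2-GLIS2 peak (shared), 86980 AML1-ETO only peaks and 5009 ETO2-GLIS2 only peaks. Of the ETO2-GLIS2 only peaks, 91.5% lay in the weaker 50% of their list, as did 59.1% of the AML1-ETO only peaks. A peak of the same protein at 12 h was found for 85.6% (85.1 to 86.1) of shared, 26.3% (26.0 to 26.6) of AML1-ETO only and 8.405% (7.65 to 9.21) of ETO2-GLIS2 only peaks.

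The location of the summits addressed whether shared and unshared regions differ in their position relative to genes. A promoter was defined as the 1 kb to either side of an annotated transcription start site. Of the shared peaks, 51.7% (51.02 to 52.5) had their summit in a promoter, compared with 16.5% (16.3 to 16.8) of the AML1-ETO only and 21.4% (20.2 to 22.5) of the ETO2-GLIS2 only peaks. Introns held 27.8% (27.1 to 28.4) of shared, 51.8% (51.4 to 52.1) of AML1-ETO only and 46.4% (45.0 to 47.8) of ETO2-GLIS2 only summits. Intergenic summits made up 16.0% (15.5 to 16.5), 25.8% (25.5 to 26.0) and 21.8% (20.7 to 22.97) of the classes in the same order. The lists at 12 h gave promoter shares of 50.04% (49.3 to 50.8), 20.1% (19.8 to 20.5) and 25.1% (24.1 to 26.2). Dividing the AML1-ETO list by rank into 4 equal parts moved the shared class most, to 31.6% in the third part, where the AML1-ETO only share was 15.7%. The shared class kept the higher promoter share in each of the 4 parts.

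**Figure D2:**
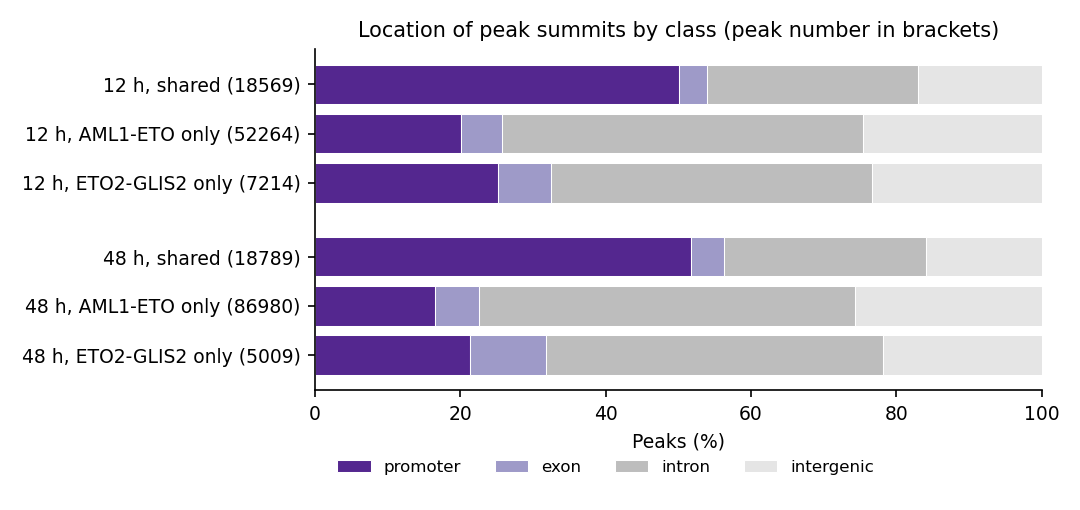
Share of peaks (%, horizontal axis) with the summit in a promoter (within 1 kb of a transcription start site), an exon, an intron or between genes, as stacked bars for the 3 classes at 12 h and 48 h, with the number of peaks in brackets. The promoter part is the longest in the shared class at both time points, at 50.04% and 51.7%.

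Shared peaks were also wider. The median width at 48 h was 1968 bp (interquartile range 1000 to 3383) for shared, 352 bp (249 to 595) for AML1-ETO only and 250 bp (208 to 315) for ETO2-GLIS2 only peaks, the shared peaks being measured in the AML1-ETO list. At 12 h the medians were 1173, 290 and 250 bp. Within the 4 parts of the AML1-ETO list the difference was smaller. The medians were 2456 and 1152 bp for shared and AML1-ETO only peaks in the strongest part and 311 and 269 bp in the weakest. A wide peak meets the overlap rule more easily, so a difference in this direction can follow from the definition of the class. The width that this rule alone would give was not computed.

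To ask which DNA motifs mark the 3 classes, matches to fixed consensus sequences were counted in 200 bp windows centred on the summits and in windows 1 kb to either side. The Runt consensus TGYGGT was present at 28.8% (28.1 to 29.4) of shared summits and 16.0% (15.6 to 16.3) of their flanks. It was present at 24.0% (23.7 to 24.3) of AML1-ETO only summits against 17.5% (17.3 to 17.6) of flanks. At ETO2-GLIS2 only summits the share was 17.9% (16.9 to 19.0) against 16.9% (16.2 to 17.7), a difference within the intervals. The excess over the flanks was thus 12.8, 6.56 and 1.02 percentage points in the 3 classes. Of all alternatives, one added after the data were seen moved the AML1-ETO only excess most, to 20.6 points when both lists were limited to a −log10 q of at least 10. At that threshold 36.9% (36.2 to 37.7) of AML1-ETO only and 31.2% (30.3 to 32.2) of shared summits had a Runt match, so the order of these classes was the opposite of that in the full lists. In windows drawn to the same GC content at that threshold, the shares were 30.2% (29.1 to 31.2) and 34.2% (33.1 to 35.3).

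The full GLIS consensus STGGGGGGTM was rare, at 0.266% (0.198 to 0.351) of shared, 0.138% (0.114 to 0.165) of AML1-ETO only and 0.260% (0.138 to 0.443) of ETO2-GLIS2 only summits, and did not differ from the flanks beyond the intervals in any class when shared peaks were placed by the AML1-ETO summit. At the ETO2-GLIS2 summits of the shared class it was 0.458% (0.379 to 0.550) against 0.259% (0.217 to 0.308) of flanks. The sign depended on the background. Random windows of the same GC content held it in 0.937% (0.804 to 1.08) for the shared class, and in 0.768% for all ETO2-GLIS2 summits at 48 h, which had 0.425% (0.355 to 0.505). The shorter TGGGGGG was found at 5.59% (4.97 to 6.26) of ETO2-GLIS2 only summits and 4.44% (4.05 to 4.86) of their flanks. Against random windows of the same GC content, with 4.55% (3.99 to 5.17), the excess of this class was 1.04 points and within the intervals. Among AML1-ETO only peaks it was less frequent at summits, 3.37% (3.25 to 3.49), than at flanks, 3.64% (3.55 to 3.73). At shared summits it was 5.96% (5.62 to 6.30) against 5.05% (4.83 to 5.28). The shared class had a mean GC content of 61.4% at summits and 49.9% at flanks, and the sign of its excess depended on the background, being −5.98 points against random windows of the same GC content. In the ETO2-GLIS2 only class the excess rose from 1.15 to 6.98 points with a −log10 q of at least 10, where 723 peaks remained in the class.

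Among motifs of other transcription factor families, the ETS sequence CCGGAAGT was found at 1.95% (1.76 to 2.16) of shared summits and 0.242% (0.195 to 0.297) of their flanks. It also exceeded the flanks in the AML1-ETO only class, 0.282% (0.248 to 0.319) against 0.156% (0.138 to 0.175), and in the ETO2-GLIS2 only class, 0.359% (0.213 to 0.567) against 0.120% (0.0619 to 0.209). The AP-1 sequence TGASTCA, bound by bZIP proteins, exceeded the flanks by 2.53 points in the shared and 1.26 points in the AML1-ETO only class. In the ETO2-GLIS2 only class the difference was −0.00998 points at 48 h, within the intervals, and 1.40 points at 12 h, beyond them. With a −log10 q of at least 10 at 48 h, the AP-1 excess was 2.79 points in the shared and 4.53 points in the AML1-ETO only class. The order of these classes thus turned, with matches at 5.92% of shared and 7.56% of AML1-ETO only summits, a difference beyond the intervals. The C/EBP sequence TTGCNNAA differed by 1.09, 0.953 and −0.439 points, the last within the intervals. Against random windows of the same GC content it differed by 5.25, 2.66 and 1.20 points, the last again within the intervals. The E-box CAGCTG, bound by bHLH proteins, exceeded the flanks by 7.77 points in shared, 2.68 points in AML1-ETO only and 2.38 points in ETO2-GLIS2 only peaks. Against random windows of the same GC content these values were 1.94, 1.25 and 0.439 points, the last within the intervals. With a −log10 q of at least 10 in both lists, the excess of CAGCTG over the flanks was 9.45, 7.89 and 9.75 points. Each of these lay beyond the intervals, so the ETO2-GLIS2 only excess depended on both the threshold and the background. The general E-box CANNTG was less frequent at shared summits, by −2.98 points, as was CACCTG, by −3.60 points. The unshared classes went the other way. CANNTG exceeded the flanks by 3.47 points in AML1-ETO only and 2.34 points in ETO2-GLIS2 only peaks. CACCTG exceeded them by 1.71 and 1.35 points, the last within the intervals. For the shared class the CANNTG difference changed sign when the classes were drawn to the same GC content, to 4.97 points.

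**Figure D3:**
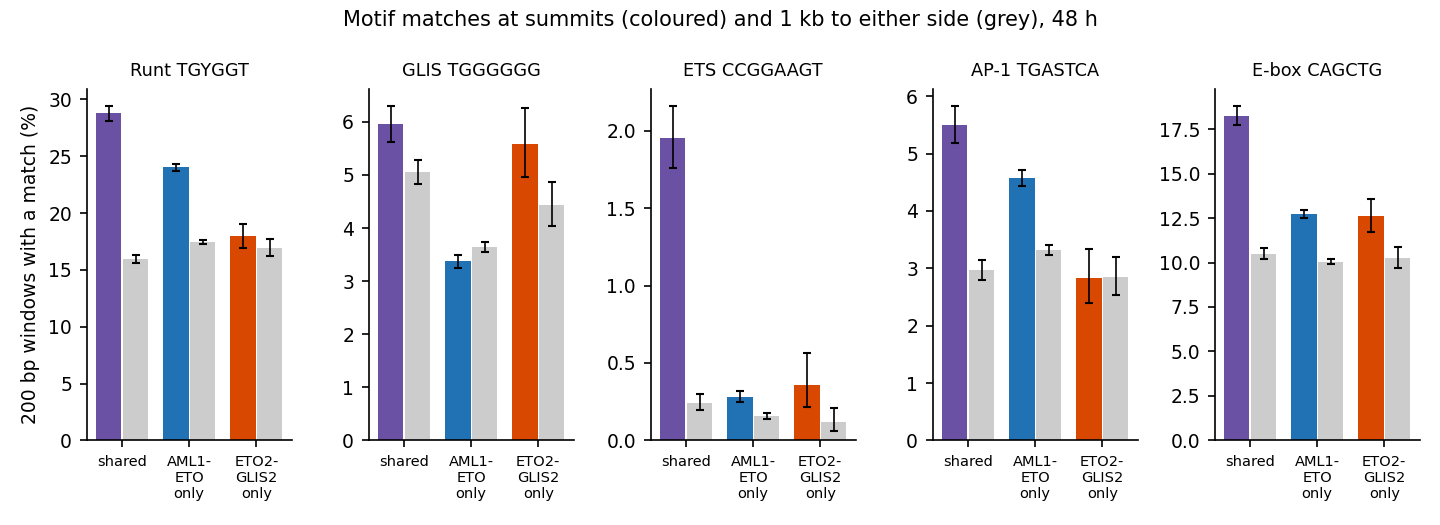
Share of 200 bp windows with a match at the summit (coloured bars) and 1 kb to either side (grey bars) for 5 motifs in the 3 classes at 48 h (%, vertical axis, with its own scale for each motif), with exact 95% binomial intervals. The Runt share at summits falls from 28.8% in shared to 17.9% in ETO2-GLIS2 only peaks, and the ETS share is highest in shared peaks, at 1.95%.

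The peaks at genes shown by the study were listed with their rank to locate binding at single loci. Coordinates are those of hg19. SPI1, which encodes PU.1, lies on chromosome 11 from 47376411 to 47400098 on the minus strand. At 48 h an ETO2-GLIS2 peak from 47380227 to 47382215, with its summit in intron 3, had rank 123 of its list, and the AML1-ETO peak there, from 47378992 to 47384071, had rank 1652. The peak over the gene start ran from 47396469 to 47401150 for ETO2-GLIS2, with rank 762, and from 47394559 to 47400984 for AML1-ETO, with rank 6722. Only the ETO2-GLIS2 summit of this pair lay within 1 kb of the annotated SPI1 gene start, and the AML1-ETO summit lay in intron 1. Upstream of the gene, AML1-ETO had a peak of 10496 bp from 47408409 to 47418904 with rank 1122. ETO2-GLIS2 had peaks there from 47409469 to 47413438 with rank 2615 and from 47414126 to 47417492 with rank 1780. In percent of the list, the AML1-ETO peaks in intron 3, at the gene start and upstream stood at 1.56, 6.36 and 1.06, and the ETO2-GLIS2 peaks at 0.409 and 2.53 in the gene and at 8.69 and 5.91 upstream.

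**Figure D4:**
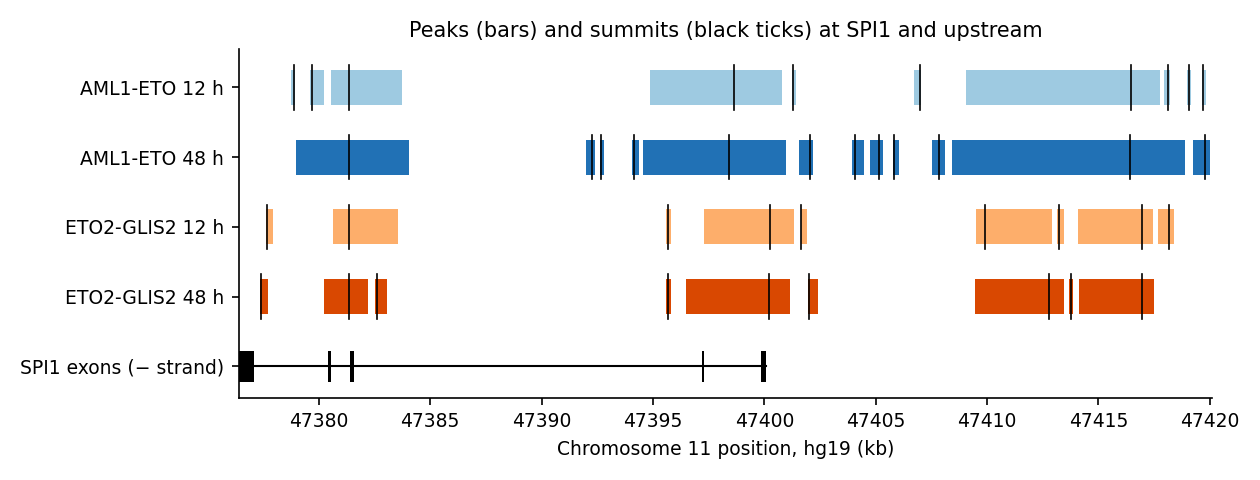
Peaks (bars) and their summits (black ticks) in the 4 libraries along SPI1 and the 20 kb upstream on chromosome 11 (hg19, kb, horizontal axis), with the exons of SPI1 in black. All 4 libraries have a peak with its summit in intron 3, and the widest peak, of 10496 bp, is the upstream AML1-ETO peak at 48 h.

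At CEBPB, on chromosome 20 from 48807367 to 48809205, the AML1-ETO peak at 48 h spanned 9861 bp from 48802930 to 48812790 with rank 2894, and the ETO2-GLIS2 peak spanned 1655 bp from 48807048 to 48808702 with rank 2369. At RHOU, on chromosome 1 from 228871226 to 228882411, the peak over the gene start ran from 228869131 to 228874919 for AML1-ETO, with rank 2964, and from 228870656 to 228872107 for ETO2-GLIS2, with rank 3091. The RNA5S cluster holds 17 annotated 5S ribosomal RNA genes between 228746015 and 228781905 on chromosome 1. It contained 23 AML1-ETO peaks at 12 h and 3 at 48 h, and 24 and 6 ETO2-GLIS2 peaks. The covered part of the cluster was 80.1% and 98.8% for AML1-ETO and 70.2% and 96.3% for ETO2-GLIS2. These genes are near-identical copies, so reads could have been placed on any of them and the position of single peaks within the cluster is uncertain.

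The 3 peaks with the highest fold enrichment of each class at 48 h were named by a fixed rule. In the shared class they lay in intron 2 of BAHCC1 (chromosome 17, 79393666 to 79399874, 273-fold), at the promoter of CKAP2 (chromosome 13, 53027230 to 53031487, 184-fold) and at the promoter of MFSD3 (chromosome 8, 145731552 to 145739040, 132-fold). The BAHCC1 peak was rank 2 in both AML1-ETO lists, while the ETO2-GLIS2 peak that it overlapped had rank 18126. The AML1-ETO only peak with the highest fold, 189, lay between genes 4801 bp from the start of FAM99A (chromosome 11, 1687695 to 1697402) and had rank 1 at both time points. The next were in intron 4 of EFNB2 (chromosome 13, 107142898 to 107148227, 81.1-fold, 943 bp from the start of an overlapping gene without a symbol) and intron 4 of COL4A2 (chromosome 13, 111036154 to 111040863, 67.2-fold). The EFNB2 peak overlapped an ETO2-GLIS2 peak of rank 5073 at 12 h. The ETO2-GLIS2 only peaks lay at CETN4P (chromosome 4, 123653255 to 123654016, 26.6-fold), at the promoter of GRB2 (chromosome 17, 73389586 to 73390299, 22.4-fold) and 30686 bp from the start of STIM2 (chromosome 4, 26828194 to 26828836, 22.1-fold). All 3 had an ETO2-GLIS2 peak at 12 h, and those near GRB2 and STIM2 also overlapped an AML1-ETO peak at 12 h, of rank 35813 and 52391.

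Because the induced constructs are cDNAs, peaks on coding exons of RUNX1, RUNX1T1, CBFA2T3 and GLIS2 were compared between the lines. At 48 h, 5 of 38 coding exons of the full genes, of which the constructs hold only parts, were touched by a peak only in the line that carries the respective cDNA, 0 only in the other line, 4 in both and 29 in neither. At 12 h the numbers were 2, 0, 4 and 32. Some of these peaks had the outline of the exon, with both edges within 30 bp of it, a distance set after the peaks had been seen. They lay at RUNX1 exon 5 (chromosome 21, 36252854 to 36253010) in the AML1-ETO lists of both time points, and at RUNX1T1 exon 4 (chromosome 8, 93026807 to 93027048) in the AML1-ETO list at 48 h. At CBFA2T3 exon 4 (chromosome 16, 88958652 to 88958893) such a peak, from 88958650 to 88958898 with rank 6378, was in the ETO2-GLIS2 list at 48 h. The peak at RUNX1T1 exon 4, from 93026820 to 93027023, was the only peak at RUNX1T1 in the 4 lists.

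**Figure D5:**
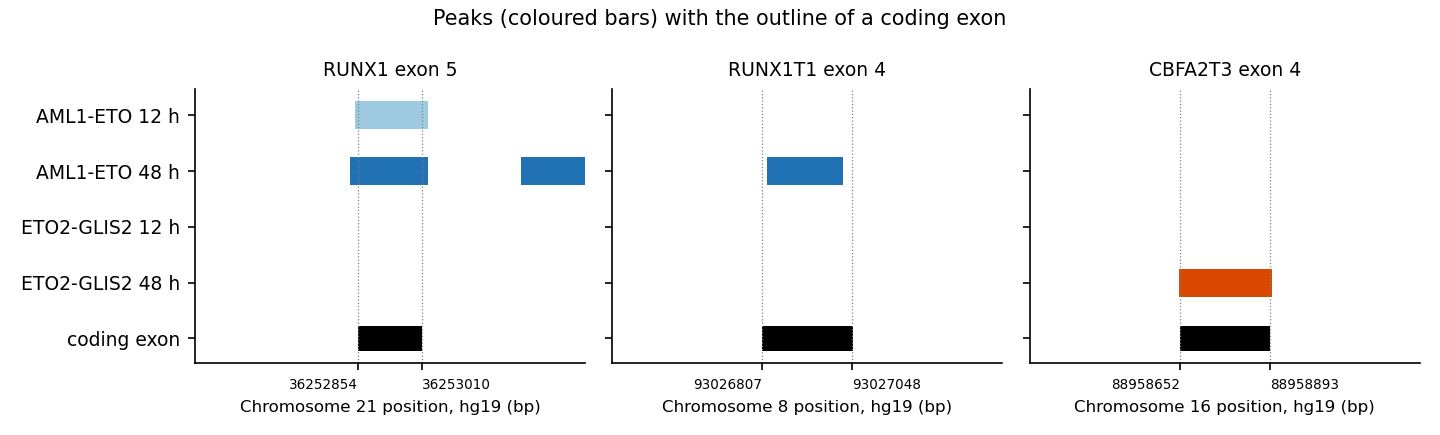
Peaks (coloured bars) in the 4 libraries around RUNX1 exon 5, RUNX1T1 exon 4 and CBFA2T3 exon 4 (black bars), with positions in hg19 (bp, horizontal axis) and dotted lines at the exon edges. The AML1-ETO peaks follow the first pair of exons and the ETO2-GLIS2 peak at 48 h follows the last, each within 30 bp at both edges.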

Values the study reported

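For the libraries of the induced cells, the study counted 25,266 peaks for AML1-ETO. The count for ETO2-GLIS2 was 11,280. It gave the share of ETO2-GLIS2 peaks that overlap AML1-ETO peaks as 93.4%.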

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

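Each test in this part was chosen after the result was seen, and so was the criterion for a change between time points, which asks for opposite directions in the fusion proteins, both beyond the counting intervals, with the same number of strongest peaks in all lists. The promoter share and the 10 motif patterns were looked at with all peaks and with equal numbers, so single measures that meet this criterion can arise by chance. The equal number, 28325, is the whole ETO2-GLIS2 list at 12 h and most of it at 48 h. For AML1-ETO it keeps a smaller part of the list at 48 h than at 12 h, so time and the strictness of the cut are not separated.

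From 12 h to 48 h the share of summits with an AP-1 match rose by 1.07 percentage points among the strongest AML1-ETO peaks, from 5.83% to 6.90%. It fell by 0.876 points among the same number of ETO2-GLIS2 peaks, which is the whole list at 12 h, from 5.80% to 4.92%. There was 1 library for each value, so the difference between the proteins was not tested. GC content was weighed as a technical explanation. Random windows with the GC content of the AML1-ETO summits changed by −0.0847 points, which argues against it. With all peaks the AML1-ETO rise was 0.199 points, within the counting interval, so this rise rests on the strongest AML1-ETO peaks. The ETO2-GLIS2 share fell with all peaks as well, by 0.959 points, beyond the intervals. Differences in depth or precipitation between libraries and a true difference between the proteins both stay open, since each condition is a single library.

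The GGAA core of ETS sites behaved in the same way at equal numbers of peaks. Its share rose by 0.865 points for AML1-ETO, from 86.0% to 86.8%, and fell by 1.01 points for ETO2-GLIS2, from 87.0% to 86.0%. This difference was not tested either. Random windows of matched GC content changed by −0.780 points for AML1-ETO, the other way, which argues against GC content. With all peaks the share fell for both proteins, by 0.549 and 1.24 points, so the opposite directions depend on the number of peaks. Library differences and a biological difference remain untested.

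Peaks also lay on sequences outside chromosomes 1 to 22, X and Y, which no comparison used. There were 131 and 126 such peaks for AML1-ETO at 12 h and 48 h and 68 and 60 for ETO2-GLIS2. Repeated sequence could account for them if reads of other copies pile up there. The test left out the mitochondrial peaks, which were 6, 1, 1 and 1 in the same order, and used the other 376. At an identity of at least 95%, 67.3% (62.3 to 72.0) of these had another copy in the genome, against 2.50% of peaks drawn from the chromosomes. Random stretches of the same unplaced sequences had one in 59.0% (53.9 to 64.1), and the intervals met. Repeats and true binding on these sequences cannot be told apart, because the sequences themselves are mostly duplicated. No biological explanation was tested.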

How the results depend on the processing

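The tests with a −log10 q of at least 10, and those with equal numbers of peaks together with summits within 200 bp, were chosen after the results were seen, and the other alternatives before the data were examined. Each alternative changed 1 choice, except that equal numbers and summit distance were also changed together, and the causes of the changes were not tested except where stated. There were 160 alternative values for the 28 results that answer a comparison. Of these, 33 stayed within the counting interval, or within 1.5 times for a count, and 126 moved beyond it. Another 1, which lay beyond the counting intervals in the main setting, changed sign. The 33 include the values from counting every line and from keeping all sequences, which could not move by this criterion. No paired analysis was made. There is 1 library for each fusion protein and time point, so no replicate could be left out.

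Counting every line as a peak changed none of the peak counts and overlap shares it was tried on, and keeping all sequences left the peak counts within 1.5 times. With a −log10 q of at least 5, the lists held 33613, 44457, 16403 and 17739 peaks for AML1-ETO at 12 h and 48 h and ETO2-GLIS2 at 12 h and 48 h, and the median widths were 823, 1046, 612 and 646 bp in this order. Fewer peaks follow from the threshold itself. With a −log10 q of at least 10 the counts were 19232, 25266, 11074 and 11008. Joining peaks within 1 kb left 45435 and 61790 AML1-ETO peaks at 12 h and 48 h, and median widths of 616, 658, 449 and 490 bp in the 4 lists. The ETO2-GLIS2 counts stayed within 1.5 times. The AML1-ETO list was the longer one at both time points under each of these settings.

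The overlap shares are given in a fixed order: ETO2-GLIS2 in AML1-ETO and the reverse at 48 h, the same pair at 12 h, AML1-ETO at 12 h in 48 h and the reverse, and ETO2-GLIS2 at 12 h in 48 h and the reverse. When at least 50% of a peak had to be covered, they were 78.8%, 4.44%, 66.5%, 11.6%, 66.3%, 19.1%, 51.8% and 42.7%. With summits within 200 bp they were 39.03%, 11.1%, 41.6%, 16.6%, 39.3%, 26.3%, 46.8% and 44.01%. With a −log10 q of at least 5 in both lists they were 92.1%, 29.8%, 83.7%, 37.4%, 87.6%, 54.9%, 77.2% and 69.6%, and with at least 10 they were 93.4%, 35.7%, 80.4%, 43.1%, 93.4%, 64.9%, 81.7% and 80.4%. With the same number of strongest peaks in all lists, 28325, they were 74.5%, 52.8%, 64.5%, 53.4%, 85.9%, 72.4%, 59.98% and 57.3%. Equal numbers together with summits within 200 bp gave 33.6%, 33.6%, 34.7%, 34.7%, 57.9%, 57.9%, 46.3% and 46.3%. Under the last setting each protein overlapped its own other time point more than the other protein, while in the lists as deposited ETO2-GLIS2 overlapped AML1-ETO more at both time points. The share of AML1-ETO peaks that overlap ETO2-GLIS2 was higher with equal numbers at both time points. That setting also keeps only the strongest AML1-ETO peaks, so list length and peak strength were not separated.

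The promoter shares, in the order shared, AML1-ETO only and ETO2-GLIS2 only, were 64.4%, 37.8% and 43.4% with promoters of 3 kb, and 45.6%, 11.9% and 15.7% with start sites of protein-coding genes only. They were 57.99%, 21.8% and 33.4% with a −log10 q of at least 5, 60.7%, 33.7% and 48.7% with at least 10, and 50.04%, 20.1% and 25.1% in the 12 h lists. Placing shared peaks by the ETO2-GLIS2 summit gave 48.1%. From the strongest to the weakest of 4 equal parts of the AML1-ETO list, the shared class had 56.4%, 35.6%, 31.6% and 31.9% and the AML1-ETO only class 24.7%, 15.8%, 15.7% and 14.4%. The shared class had a higher promoter share than the AML1-ETO only class under each setting that gave both, and a higher one than the ETO2-GLIS2 only class where that class was also counted. The 4 parts by rank do not include the ETO2-GLIS2 only class, and the ETO2-GLIS2 summit was used for the shared class alone.

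The median widths in the same 4 parts were 2456, 722, 412 and 311 bp for shared and 1152, 462, 318 and 269 bp for AML1-ETO only peaks. The 12 h lists gave 1173 and 290 bp. With a −log10 q of at least 10 the widths were 2957, 1432 and 503 bp in the 3 classes. Shared peaks were wider than AML1-ETO only peaks throughout. The overlap rule favours wide peaks in each of these settings, and the difference that the rule alone would give was not computed.

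The Runt excess over background of the shared and AML1-ETO only classes was 14.4 and 13.6 points with a −log10 q of at least 5, and 15.3 and 20.6 points with at least 10. It was 10.5 and 4.52 points in 100 bp windows, 14.1 and 7.94 points at 12 h, and 18.2 and 5.87 points with classes drawn to the same GC content. Random windows of matched GC content gave 5.67 points for AML1-ETO only peaks, and the ETO2-GLIS2 summit gave 6.15 points for shared peaks. The excess thus stayed positive in both classes. In ETO2-GLIS2 only peaks it was 1.02 points in the main setting, within the intervals, and below 0 at −0.964 points with a −log10 q of at least 5.

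The excess of TGGGGGG in shared peaks was the value that lay beyond the intervals and changed sign. It was −5.98 points against random windows of matched GC content. This setting changes both the GC content of the background and its position in the genome, and these were not separated. The excess in shared peaks was 3.14 points at the ETO2-GLIS2 summit and 0.476 points with classes drawn to the same GC content. It was 1.402 points with a −log10 q of at least 10. In AML1-ETO only peaks it was −0.837 points against the GC-matched windows, −0.00999 points with classes drawn to the same GC content, −0.0598 points in 100 bp windows, −0.146 points at 12 h and −0.606 points with a −log10 q of at least 10. In ETO2-GLIS2 only peaks a −log10 q of at least 5 gave 4.43 points and at least 10 gave 6.98 points.

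Among the 224 alternative values of the 33 other results, 54 stayed within the interval, 165 moved (77 higher and 88 lower) and 5 that lay beyond the intervals in the main setting changed sign. The excess of CACCTG in AML1-ETO only peaks became −1.72 points against GC-matched windows, −1.19 points with a −log10 q of at least 5 and −3.77 points with at least 10. The excess of CANNTG became 4.97 points in shared peaks with classes drawn to the same GC content, and −2.697 points in ETO2-GLIS2 only peaks with a −log10 q of at least 10. The lists were not adjusted for the depth of the libraries, so differences in list length, and the shares that change with it, are not assigned to the proteins here. The 5009 ETO2-GLIS2 only peaks, and the 723 left at a −log10 q of at least 10, limit the precision of the values for that class.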

Other observations

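Of the tests in this part, those of random placement, list length, peak strength, the GLIS motif between unshared classes and exons of the fusion genes were set before the data were examined. The tests chosen after the result was seen were those of the Runt motif at the stricter threshold, overlap across time points, promoter share over time, GLIS share by rank, paired summits at both time points, the enriched word, chromosome X, unshared peaks at the stricter threshold and exon outlines. The count of exons that decides the test on fusion genes was also written down only after their values had been seen.

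The number of peaks at 48 h was 105769 for AML1-ETO and 30096 for ETO2-GLIS2. These are higher than the values quoted from the study above. The share of ETO2-GLIS2 peaks overlapping AML1-ETO peaks was 83.4%, less than 1.5 times below the quoted share. A stricter threshold on the deposited lists is a candidate explanation for the difference in counts, and at a −log10 q of at least 10 the lists held 25266 and 11008 peaks with a share of 93.4%. Because that threshold was searched for with the quoted counts in view, the closeness of the counts is not evidence for it. The AML1-ETO count equals the quoted one, while the ETO2-GLIS2 count stays below it. The share was not part of the search and equals the quoted one to the digits given, but it comes from the same choice of threshold, so the question of the lists used by the study stays open.

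The overlap between the fusion proteins was not what a long list gives at random, since the mean share over random placements was 7.15%. Nor did the length of the AML1-ETO list account for it alone. With the same number of peaks in all lists, the share of ETO2-GLIS2 peaks at 48 h that overlapped AML1-ETO was 1.302 times the share that overlapped ETO2-GLIS2 at 12 h. Peak widths were not made equal in this setting. That order depended on the definition of overlap. It was kept in the full lists when at least 50% of a peak had to be covered, at 78.8% and 42.7%, and was lost with equal numbers and summits within 200 bp, at 33.6% and 46.3%. ETO2-GLIS2 peaks at 12 h overlapped AML1-ETO peaks at 48 h in 83.8% of cases and their own protein at 48 h in 60.6%, with random means of 6.81% and 1.76%. Under the last setting these shares were 35.3% and 46.3%. With equal numbers alone the order was kept, at 73.9% and 59.98%. With summits within 200 bp in the full lists it turned, at 41.4% and 46.8%. The order thus turned with the summit rule and not with the number of peaks. The width of AML1-ETO peaks may therefore explain why the other protein appeared the closer match.

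Peak strength alone did not explain why shared peaks lie at promoters. Within 4 equal parts of the AML1-ETO list by rank, the smallest difference in promoter share between shared and AML1-ETO only peaks was 15.9 percentage points. In the whole lists, the promoter share fell from 28.0% to 22.8% for AML1-ETO between 12 h and 48 h and moved from 42.7% to 43.7% for ETO2-GLIS2, the latter within the intervals. With the same number of strongest peaks the AML1-ETO share rose by 2.16 points, and the ETO2-GLIS2 share by 2.104 points. The fall is thus consistent with the longer list at 48 h reaching further into weak peaks away from promoters.

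Runt matches were expected to be most frequent in AML1-ETO only peaks, and in the deposited lists they were not. In the AML1-ETO list at 48 h the Runt share fell from 36.4% in the strongest 10% to 19.3% in the weakest. The median rank stood at 10.8% of that list for shared and 57.8% for AML1-ETO only peaks. Peak strength thus differed between the classes and was not matched in this comparison. The AML1-ETO only share was −4.77 points from the shared one, and −12.5 points after both classes were drawn to the same GC content. The order turned at a −log10 q of at least 10, and the test of GC content was therefore moved to that threshold. There the difference was 5.68 points before and −4.03 points after matching on GC content. The higher Runt share of AML1-ETO only peaks at that threshold was thus lost at equal GC content. Before matching, their windows had a mean GC content of 55.3% against 65.2% in shared ones. Random windows drawn for the strongest and second 10% of the AML1-ETO list, with 63.9% and 56.0% GC, held Runt in 14.0% and 16.5%. Base composition alone thus gives a smaller difference than the one observed. Matching on GC content also changes which peaks are compared, and their location and strength were not matched. The short GLIS motif differed between ETO2-GLIS2 only and AML1-ETO only peaks by 2.22 points, and by 1.64 points after matching on GC content, so GC content did not remove that difference.

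The share of ETO2-GLIS2 summits at 48 h with TGGGGGG fell from 14.8% (13.6 to 16.1) in the strongest 10% of the list to 4.09% (3.41 to 4.86) in the weakest 10%. Random windows with the GC content of the same peaks went from 16.2% to 4.45%, but AML1-ETO peaks did not follow such windows. In the AML1-ETO list at 48 h the share went from 5.04% (4.63 to 5.47) to 3.80% (3.44 to 4.18), where random windows went from 13.8% to 3.98%. When the strongest and weakest 10% of the ETO2-GLIS2 list were drawn to the same GC content, the shares were 12.1% (10.2 to 14.2) and 7.01% (5.56 to 8.70), a difference of 5.07 points against 10.7 points before matching. This argues against GC content as the whole cause of the gradient, while a part of it went with GC content. Summits within the same regions were compared next. In 5131 shared regions with 1 peak of each protein and summits more than 200 bp apart at 48 h, TGGGGGG was found at 9.22% (8.44 to 10.0) of ETO2-GLIS2 summits and 4.74% (4.17 to 5.35) of AML1-ETO summits. Runt matches went the other way, at 15.7% (14.7 to 16.7) and 25.8% (24.6 to 27.0). At 12 h, with 4743 such regions, the GLIS shares were 9.38% and 5.00% and the Runt shares 17.0% and 26.9%. GC content was 60.2% at ETO2-GLIS2 and 60.3% at AML1-ETO summits at 12 h, and 60.7% and 60.3% at 48 h, where it was thus slightly higher at ETO2-GLIS2 summits. Random windows with the GC content of the 48 h summits differed in TGGGGGG by −0.144 points, against 4.48 points observed, which argues against GC content as the source of the difference. Such windows held it in 10.96% and 11.1%, more often than either set of summits. The values are consistent with each protein being positioned within shared regions in part by its own DNA-binding domain, which is a hypothesis found and tested on the same lists. Differences between the libraries in peak shape were not tested.

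A search for words of 8 bases among the 5000 strongest peaks of each 48 h list, chosen on odd chromosomes and measured on even ones, gave GGCCCCCC first for ETO2-GLIS2. It was found at 4.58% (3.72 to 5.57) of summits and 0.891% (0.628 to 1.23) of flanks, which in this search were 100 bp windows 300 bp from the summit. Random windows of the same GC content held it in 1.97% (1.42 to 2.67). Windows drawn for the AML1-ETO summits, with a mean GC content of 69.06% against 68.96%, held it in 3.03% (2.35 to 3.85). The first interval lies below that of the ETO2-GLIS2 summits and the second meets it. How much of the excess goes with GC content therefore stays open. At AML1-ETO summits GGCCCCCC was at 0.886%. The first word for AML1-ETO was CCACTTCC, at 5.83% (4.88 to 6.91) of its summits, 1.00% of flanks and 4.14% of ETO2-GLIS2 summits.

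Chromosome X had few peaks. There were 0.359 peaks per protein-coding gene on X in the ETO2-GLIS2 48 h list, against 1.55 on the autosomes, and the AML1-ETO 48 h values were 1.26 and 5.45. X was lowest of the chromosomes 1 to 22 and X in all 4 lists, which argues against gene density as the explanation. The number of X copies in the line was not examined and stays open, as does a lower mappability of X.

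At a −log10 q of at least 10, 723 ETO2-GLIS2 peaks at 48 h were unshared. Of these, 78.4% (75.2 to 81.4) overlapped a weaker AML1-ETO peak of the full list, so for most of them the absence of a partner may come from the threshold. This left 156 peaks, of which 119 had no AML1-ETO peak at either time point. Of the 16246 unshared AML1-ETO peaks, 34.7% (33.9 to 35.4) overlapped a peak of the full ETO2-GLIS2 list and 10614 did not. Raising the threshold to 10 thus does not account for most of these. The full ETO2-GLIS2 list has its own cutoff on q, however, and the lists were not adjusted for depth. Weaker ETO2-GLIS2 signal below that cutoff therefore cannot be excluded, and the contrast between the proteins is not interpreted.

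Reads from the induced cDNA are a candidate source of peaks on the fusion genes. At 48 h, 5 coding exons were touched only in the line that carries the cDNA and 0 only in the other. Peaks covered more of the coding sequence than of the introns in the carrying line for each of the 4 genes at 48 h. For RUNX1 this says nothing about the cDNA, since the values were 53.2% and 37.7% in the AML1-ETO line and 27.8% and 6.05% in the ETO2-GLIS2 line, which lacks that cDNA. For GLIS2 they were 29.1% and 3.81%, from 1 exon with a peak. At 12 h it was 0% of the coding sequence and 1.05% of the introns for GLIS2, and 0% of both for RUNX1T1. The count of exons therefore does not decide the question, and at 12 h the exons touched in the carrying line alone were 2 of RUNX1, a gene that AML1-ETO peaks cover widely. Peaks with the outline of an exon are more specific. There were 4 such peaks, all in libraries of the line with the cDNA, where 0.0133 would follow from the rate over all coding exons, which argues against a chance match of edges. These 4 peaks may therefore reflect the construct and not binding at the endogenous loci. Reads of spliced RNA or of the integrated vector were not examined.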
